A study of Mus musculus with 2 samples. Its data were reported in "Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus" (2020).

How the data were processed

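Total RNA of GFP-positive (Clp1 knockdown) and GFP-negative (Ctr) mTEChi, sorted as CD45-negative cells with high MHC class II and low or intermediate Ly51 from 1 mouse, was made into libraries by template-switching cDNA synthesis from low input followed by transposase fragmentation, and was sequenced single-end. Per the submitters' processing notes, reads were aligned to the mm9 mouse genome with Bowtie 1.0.0, counted with bedtools and compared with DESeq. The deposited counts are whole numbers of reads lying fully within the exons of each of 30794 RefSeq transcripts, without normalization. The authors deposited the same kind of count for the parts of 27567 transcripts (5'UTR, earlier exons, upstream part of the last exon, and distal 3'UTR), with the length of each part in bp. The distal 3'UTR begins at the most proximal annotated poly(A) site. The authors' table of differential expression holds a normalized signal per library (counts divided by the DESeq size factor), the fold of Ctr over knockdown as a linear ratio, and a p-value with its adjusted value. Every value the authors deposited there rests on 1 library per group. Whether strand was used in counting is not given in the sources used here, so reads of overlapping antisense genes cannot be told apart. The paper describes removal of duplicate reads for its comparison across tissues, and does not say whether this was done for these libraries. Reads of near-identical copies of a gene cannot be told apart either.

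Gene symbols were taken from a table of the GRCm38.p6 assembly by RefSeq identifier; 30216 transcripts had one, and no coordinates of that assembly were used. Coordinates and GC content came from the NCBIM37 (mm9) genome with GENCODE vM1 annotation. A distal 3'UTR was located by matching the authors' last-exon lengths to the annotation within 100 bp. The tables held 28464803 reads for Ctr and 37524730 for the knockdown library. Isoforms share reads, so the transcript with the most reads over both libraries stood for each of 23581 genes. The 874 entries that repeat an identifier were treated as copies of that transcript. Counts were scaled by median-of-ratios size factors, as in DESeq, and log2 ratios carry exact (Clopper-Pearson) 95% intervals of the share of reads in the knockdown library. A gene was called 2-fold higher or lower with at least 50 reads over both libraries (10 for genes of lists), a ratio of 2 or more and an interval that excluded 0. With 0 reads in 1 library the fold is a lower bound against a floor of 3 reads in that library, which is 3.42 scaled reads in Ctr and 2.63 in the knockdown library. The deeper knockdown library gives the lower floor.

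For gene lists, 0.5 was added to scaled counts, and the median log2 ratio of members with at least 10 reads was placed among the medians of 10000 random lists of the same size matched on mean expression in up to 20 bins (2000 lists for alternatives of single gene lists). A list was called when its median fell outside the central 95%. There were 33 lists with 409 genes, fixed before the data were examined: core 3' end processing, screened 3' end factors, tRNA splicing endonuclease, mature mTEC, general thymic epithelium, immature mTEC, cTEC, corneocyte-like, tuft-like, microfold-like, neuroendocrine-like, ciliated-like, muscle-like, enterohepatic, pancreas, secretory gland, neural and retinal, Fezf2-dependent or Aire-independent antigens, thymocytes, B cells, dendritic cells and macrophages, fibroblasts and mural cells, endothelium, red cells, interferon response, p53 targets, cell cycle, immediate early, unfolded protein response, microRNA pathway, housekeeping, ribosomal proteins, and genes that check for 1 animal. Older symbols were matched through the same table, and Sh2d6, Muc6, Cd68 and Hbb-b1 were not matched. Beyond these, 4 lists held more symbols than matched genes, for a reason not recorded. They were screened 3' end factors (8 symbols, 7 genes), pancreas (14 and 13), dendritic cells and macrophages (16 and 14), and microRNA pathway (11 and 9). Of the 33 lists, 13 were called.

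The Aire-sensitive list (967 RefSeq transcripts, 743 symbols) was the study's own, selected on other libraries. Its Aire-neutral list was held only in part and was not used here; the other 7765 transcripts with a distal 3'UTR served as background. The d3'UTR ratio is the distal read density over the upstream last-exon density, in transcripts with at least 1 upstream read in that library. Its change is the log2 ratio of the library medians, set against 10000 random lists matched on last-exon reads in 10 bins, and against 1000 hypergeometric redistributions of distal reads that keep each transcript's last-exon total per library. Expression of the list was set against 1000 binomial redistributions of reads. For 2-fold changes of the d3'UTR ratio, transcripts needed 10 last-exon reads in each library and 0.5 reads were added to each part; shares carry Wilson 95% intervals. Lengthened and other transcripts were relabelled 10000 times within 5 bins of expression. The study tested such differences across genes; genes of 1 library are not replicates, so no p-value was computed here, and percentiles among random lists or relabellings describe these 2 libraries only.

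Many Aire-sensitive genes have few reads, and in some bins the background was about as small as the list: 13 of 20 expression bins and 6 of 10 last-exon bins held under 5 times as many background as list members, with smallest backgrounds of 21 for 32 and 81 for 85. After this was seen, draws from such bins were made with replacement, since draws without it had made the random lists too alike; no call of a main result changed. Percentiles in these lists remain approximate.

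Genes were named by a rule fixed before the data were examined: Clp1; the 10 highest and 10 lowest genes by the bound of the interval nearest to 0; per list, up to 4 genes with the most reads and up to 2 with the largest bound each way; and among Aire-sensitive transcripts the 5 strongest rises and falls of the d3'UTR ratio (by the interval of the odds ratio) and of expression. Not all genes so named are printed. Genes outside the rule are said to be.

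Alternatives fixed in advance were scaling by total counts or TMM, minimums of 1 or 100 reads, every transcript counted, the deeper library thinned to the depth of the other, a pseudocount of 5, the ratio of median RPKM, other minimums of upstream or last-exon reads, 1 transcript per symbol, pooled ratios, distal 3'UTRs of at least 200 bp, matching on length, other reads for the expression of lengthened transcripts and of Clp1, and 200 reads for coverage. Scaling by total counts or TMM shifted log2 ratios by -0.020 and 0.0022. Alternatives chosen after the data were seen were subtraction of the GC trend, matching on the GC difference, a minimum of 100 upstream reads, medians of changes per transcript, leaving out markers of other cell types, and 3 reads in place of 0. The GC trend is the median log2 ratio per GC decile, which ran from 0.52 in the lowest to -0.48 in the highest decile (Spearman's rho -0.29 across 15515 genes, which are not independent replicates). GC content was found for 97.7% of the Aire-sensitive genes, and the GC difference for 83.1% of the Aire-sensitive transcripts.

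The steps were tested on simulated counts with the real means and depths. For the comparison of all genes (16791 genes in the simulation), 100 of 100 genes made 4-fold higher and 95 of 100 made 4-fold lower were called, with 7 of 16596 unchanged genes. For Aire-sensitive expression (6379 genes), 3 of 20 simulations without a shift fell outside the central 95% of matched lists, more than the nominal share, and 20 of 20 with the genes lowered did (6372 genes). For the d3'UTR ratio (967 transcripts), 0 of 20 simulations without a change and 20 of 20 with doubled odds exceeded the redistributions. These rates hold for the simulated counts only. In the real data, log2 ratios of random lists matched to the Aire-sensitive genes had a standard deviation of 2.61. Redistribution of reads of the Aire-sensitive genes gave 0.308. The rates are therefore not error rates of the real calls. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and Biopython 1.88, R 4.3.3 with edgeR 4.0.16 (TMM factors only), and samtools 1.23.1.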

Results

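RNA was sequenced from mTEChi, the medullary epithelial cells of the thymus with high MHC class II, which express antigens of many peripheral tissues under the control of the transcriptional regulator Aire. Both libraries came from 1 lentigenic mouse that carried doxycycline-inducible small hairpin RNAs against Clp1 together with a green fluorescent reporter, and that received doxycycline at 2 g per kg of food for 2 weeks from 3 weeks of age. The GFP-positive cells gave the Clp1 knockdown library and the GFP-negative cells of the same thymus gave the control (Ctr) library. The 2 libraries held 28464803 (Ctr) and 37524730 (knockdown) reads counted over RefSeq transcripts, and 25808 and 26635 transcripts had at least 1 read. The 10 most abundant transcripts took 8.85% and 7.65% of the reads. With 1 library per group no difference reported here has a replicate check, no p-value was computed, and every comparison is between these libraries. Intervals of single genes or transcripts, floors and redistributions cover counting error of reads only, because PCR reads without molecular identifiers are not independent molecules. Intervals of medians, and of shares of genes or transcripts, are taken across genes or transcripts, which are not replicates. Log2 ratios are knockdown over Ctr after scaling by size factors of 0.877 (Ctr) and 1.14 (knockdown).

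The first comparison asked whether the GFP-positive cells held less mRNA of Clp1, a kinase that is part of cleavage factor II, which acts in the 3' end processing of pre-mRNAs. Clp1 (NM_133840; mm9 chromosome 2, 84562261 to 84567507, minus strand) had 1573 reads in Ctr and 812 in the knockdown library. Its level fell by 1.33 on the log2 scale (95% interval -1.46 to -1.21), to 39.7% of the Ctr level (36.4% to 43.2%), a reduction of 60.3%. In the authors' deposited table the fold of Ctr over knockdown for Clp1 was 2.52, with an adjusted p of 1 from DESeq run on 1 library per group. The core factors of 3' end processing did not move together: the median log2 ratio of 20 genes was 0.16, at percentile 76.5 of matched random lists, with 3 genes 2-fold higher and 3 lower, of which Clp1 is 1. Cpsf6, a subunit of cleavage factor I that binds upstream of poly(A) sites, rose by 1.10 (1.03 to 1.17), and the endonuclease subunit Cpsf3 by 1.07 (0.98 to 1.17). Papola, the main nuclear poly(A) polymerase, rose by 1.04 (0.96 to 1.12), whereas Cpsf7, the paralogue of Cpsf6 in the same factor, fell by 1.43 (-1.58 to -1.28). The study also screened other factors for an effect on 3'UTR length, besides Clp1 and Cpsf6, which are counted among the core factors above. Among 7 of these others that were measured, the median was 0.23 (percentile 66.3). Only the RNA helicase Ddx17 passed the 2-fold rule, with a log2 ratio of -1.20 (-1.28 to -1.11). Clp1 also associates with the tRNA splicing endonuclease; its 4 subunits had a median of 0.60 (percentile 78.9), and Tsen15 rose by 2.97 (2.53 to 3.44). Genes of the microRNA pathway, through which the hairpins act, had a median of 0.11 over 9 genes (percentile 56.9), and none changed by 2-fold.

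Next, all genes were compared. Of 16837 genes with at least 50 reads over both libraries, 3212 were at least 2-fold higher and 3131 at least 2-fold lower in the knockdown library with an interval that excluded 0. The gene with the strongest rise by the bound of its interval was Boc, a co-receptor of Hedgehog ligands, with 0 reads in Ctr and 1482 in the knockdown library, at least 380-fold higher against a floor of 3 reads. Cdh9, a cadherin, had 0 and 872 reads (at least 224-fold higher), and Scg2, a granin of neuroendocrine granules, 0 and 426 reads (at least 109-fold higher). Esr1, which encodes estrogen receptor alpha, had 0 and 408 reads (at least 105-fold higher). The strongest falls were Ackr1, an atypical chemokine receptor of venular endothelium and red cells, with 3016 and 0 reads (at least 1307-fold lower), and Elane, the neutrophil elastase, with 1109 and 0 reads (at least 481-fold lower). The endothelial heat shock protein gene Hspa12b had 879 and 0 reads (at least 381-fold lower). Among the genes with 50 reads, 310 had no read in Ctr and 155 none in the knockdown library. The authors' deposited table gave an adjusted p under 0.05 to 91 of 30794 transcripts, of which 70 were higher and 21 lower in Ctr.

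Markers of cell types other than mTEC were lower in the knockdown library, in 6 lists fixed before the data were examined. Globin and other red cell genes had the lowest median, -4.97 over 5 genes, all 2-fold lower. Hba-a1, an alpha globin, had 35526 reads in Ctr and 1478 in the knockdown library (-4.97, -5.04 to -4.89). Its near-identical copy Hba-a2 had the same counts, so that both rest on the same reads. The list median is their shared value, so it rests on fewer measurements than its 5 genes. The beta globin Hbb-b2 had 17970 and 413 reads (-5.82, -5.97 to -5.68). Endothelial genes had a median of -3.95, and 9 of 9 were 2-fold lower, among them the junction genes Pecam1 (5924 and 437 reads; -4.14, -4.28 to -4.00) and Cldn5 (3510 and 91 reads; -5.65, -5.96 to -5.35). For B cell genes the median was -3.73 (-3.96 with 3 reads in place of 0), with 5 of 7 lower, including the antigen receptor component Cd79a (399 and 23 reads; -4.50, -5.17 to -3.89). Thymocyte genes had a median of -1.73 and 17 of 20 were lower, for example the recombinase gene Rag1 (1760 and 345 reads; -2.73, -2.90 to -2.56) and the kinase gene Lck (4841 and 1410 reads; -2.16, -2.24 to -2.07). Genes of fibroblasts and mural cells (median -1.06, 7 of 11 lower) included the collagen gene Col3a1 with 4278 and 360 reads (-3.95, -4.11 to -3.79). Dendritic cell and macrophage genes went both ways around a median of -0.77, with 7 of 14 lower, such as Itgax (-3.42, -3.94 to -2.94), and 1 higher, the dendritic cell chemokine receptor gene Xcr1 (2.19, 1.69 to 2.73). All 6 medians lay below the central 95% of medians of matched random lists.

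**Figure D1:**
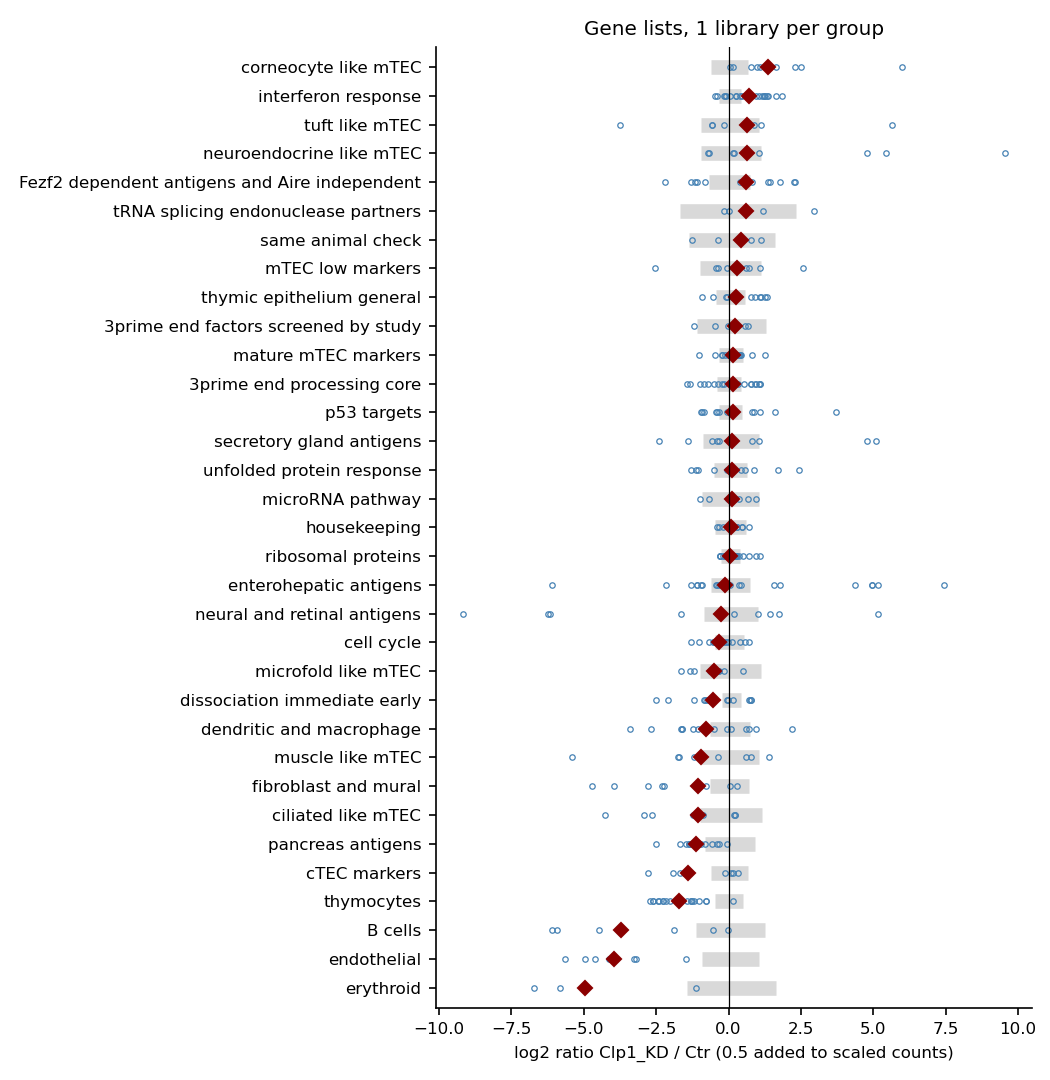
Log2 ratio of knockdown over Ctr for 33 gene lists, with 1 library per group. Open circles are genes, diamonds are list medians and grey bars span the central 95% of medians of matched random lists; the red cell list has the lowest median (-4.97) and the corneocyte-like list the highest (1.35).

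Genes of the thymic epithelium itself were then compared between GFP-positive and GFP-negative cells. Cortical epithelial (cTEC) genes fell, with a median of -1.40 (percentile 0.020) and 6 of 10 genes 2-fold lower, including the thymoproteasome subunit gene Psmb11 (3655 and 694 reads; -2.78, -2.89 to -2.66) and the chemokine gene Cxcl12 (-1.93, -2.01 to -1.84). With every transcript counted the cTEC median was -0.12 (percentile 16.0), within the random lists. Isoforms of 1 gene, which share reads, count as separate members in that setting (17 transcripts of the 10 cTEC genes). Mature mTEC markers had a median of 0.17 over 17 genes (percentile 70.2), where Cd40, a receptor for T cell help, rose by 1.26 (1.19 to 1.33) and the costimulatory ligand Cd86 fell by 1.01 (-1.15 to -0.88). Aire itself, looked up after its values were seen, had 7462 and 8264 reads, a log2 ratio of -0.23 (-0.28 to -0.19). General thymic epithelial genes had a median of 0.26 (13 genes, percentile 80.4) and 4 rose, among them Epcam, an epithelial adhesion molecule (1.34, 1.30 to 1.38), and Trp63, a regulator of epithelial progenitors (1.26, 1.19 to 1.34); the median was 1.07 (percentile 100) with every transcript counted and 0.64 (percentile 99.0) without the GC trend. Markers of immature mTEC had a median of 0.28 over 8 genes (percentile 71.2), with the chemokine gene Ccl21a higher by 2.58 (2.53 to 2.63) and the chemokine-scavenging receptor Ackr4 lower, at -2.55 (-2.87 to -2.25). With every transcript counted that median was -0.37 (percentile 1.15).

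Several lists described the mimetic mTEC, which take on programs of peripheral cell types. Corneocyte-like genes, markers of keratinised epidermis, rose together, with a median of 1.35 (percentile 99.97), all 12 ratios above 0 and 8 genes 2-fold higher. Ivl, which encodes the cornified envelope protein involucrin, had 15 reads in Ctr and 1283 in the knockdown library (6.04, 5.31 to 6.88), and Lor, which encodes loricrin, 154 and 1144 (2.51, 2.27 to 2.77). Ciliated-like genes had a median of -1.06 (8 genes, percentile 1.77, 4 lower, such as Dynlrb2 at -2.66, -3.11 to -2.23). Muscle-like genes had a median of -0.96 (9 genes, percentile 2.35), with 4 lower, such as Ttn, which encodes titin (-1.20, -1.26 to -1.13), and 1 higher, the acetylcholine receptor gene Chrna1 (1.40, 0.97 to 1.85). Medians within the central 95% of random lists were 0.65 for tuft-like genes (9 genes, percentile 90.4), 0.63 for neuroendocrine-like genes (8 genes, percentile 89.0) and -0.51 for microfold-like genes (8 genes, percentile 12.4). The fall of the muscle-like list did not hold across settings: its median was 0.59 (percentile 97.8) with every transcript counted, and it left the extreme 5% with a minimum of 1 read (-0.66, percentile 6.75) or 100 reads (-0.66, percentile 4.60), after thinning of the deeper library (-0.96, percentile 2.55) and without the GC trend (-0.57, percentile 8.15). The ciliated-like list left it with a minimum of 1 read (-1.06, percentile 2.90) and without the GC trend (-0.77, percentile 4.30). With every transcript counted the ciliated-like median was lower, at -1.94 (percentile 0.15).

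Tissue antigens were read out as lists of their own. Pancreas antigens fell, with a median of -1.14 over 12 genes (percentile 0.60), all 12 ratios below 0 and 6 genes 2-fold lower. Ins2, which encodes insulin, had 364 and 82 reads (-2.53, -2.89 to -2.18), and Iapp, which encodes the islet peptide amylin, 1745 and 910 (-1.32, -1.44 to -1.20). Other antigen lists held strong changes both ways: the enterohepatic list had a median of -0.12 (22 genes, percentile 28.4) with 7 genes higher, such as Apob (25 and 685 reads; 4.40, 3.82 to 5.04), and 5 lower, such as Apoa1 (2487 and 719 reads; -2.17, -2.29 to -2.05), both apolipoprotein genes. Neural and retinal antigens had a median of -0.26 (12 genes, percentile 21.99), from Gfap, an astrocyte filament gene with 253 and 0 reads (at least 110-fold lower), to Sag, a retinal arrestin with 2 and 112 reads (5.43, 3.54 to 8.49). Secretory gland antigens had a median of 0.13 (11 genes, percentile 57.4), and antigens that depend on the transcription factor Fezf2 or are independent of Aire one of 0.60 (12 genes, percentile 94.98).

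Interferon-stimulated genes rose, with a median of 0.72 over 21 genes (percentile 99.95), of which 9 were 2-fold higher and none lower. Gbp3, a guanylate-binding protein, rose by 1.84 (1.71 to 1.98), and Ifit1, an antiviral RNA-binding protein, by 1.63 (1.55 to 1.72). Immediate early genes, which respond to tissue dissociation, had a median of -0.54 (15 genes, percentile 0.050), with 3 lower, such as Nr4a1 (12358 and 2796 reads; -2.52, -2.58 to -2.46), while Jun had a log2 ratio of 0.77 (0.75 to 0.79). That list left the extreme 5% (-0.057, percentile 12.9) when the GC trend described with the data processing was subtracted. The endoplasmic reticulum chaperones Hspa5 (19245 and 80865 reads; 1.69, 1.67 to 1.72) and Hsp90b1 (6912 and 48569 reads; 2.43, 2.40 to 2.47) rose, although the unfolded protein response list as a whole had a median of 0.12 (11 genes, percentile 62.0) and 3 of its genes fell, among them Asns (-1.30, -1.41 to -1.18). For p53 targets the median was 0.15 (16 genes, percentile 69.1), with Mdm2, the ubiquitin ligase of p53, higher by 1.62 (1.56 to 1.68) and Cdkn1a, a cell cycle inhibitor, at -0.94 (-0.98 to -0.89). The medians of cell cycle genes (-0.34, 17 genes, percentile 7.11), housekeeping genes (0.097, 12 genes, percentile 55.3) and ribosomal protein genes (0.052, 24 genes, percentile 44.8) lay within the random lists. Transcripts of the Y chromosome were read in both libraries, as 1593 and 2797 reads of Ddx3y and 402 and 1133 of Uty, whereas Kdm5d went the other way, with 186 and 100 reads (-1.27, -1.64 to -0.92), and the list that checks for 1 animal had a median of 0.43 (5 genes, percentile 75.2).

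The next comparison asked whether genes that Aire induces were expressed at lower levels after the knockdown of Clp1. The list held RefSeq transcripts with a potential proximal poly(A) site that the study had selected on other libraries, from cells with and without Aire. Aire-sensitive genes fell, with a median log2 ratio of -0.39 over 644 genes, below the medians of 10000 random lists of other genes of the same mean expression (central 95%, 0.26 to 0.55) and below 1000 redistributions of their reads (-0.013 to 0.015). The 5736 other genes with a distal 3'UTR had a median of 0.12. The Aire-sensitive genes moved both ways: 256 (39.8%, Wilson interval 36.0% to 43.6%) were 2-fold lower and 177 (27.5%, 24.2% to 31.1%) 2-fold higher. The shares among all 5736 other genes, not matched on expression, were 11.1% and 17.8%. The log2 ratios of the Aire-sensitive genes had a standard deviation of 3.24, compared with 2.61 in matched random lists and 0.308 under redistribution. Selp, which encodes the platelet and endothelial adhesion protein P-selectin, fell from 3561 to 63 reads (-6.20, -6.58 to -5.84), and Gpr37, an orphan receptor, had 304 and 0 reads (at least 132-fold lower). Chp2, a calcineurin-like calcium-binding protein, had 224 and 0 reads (at least 97.1-fold lower). In the other direction, Gc, which encodes the plasma vitamin D binding protein, rose from 5 to 823 reads (6.98, 5.76 to 8.61), and the neuronal membrane protein gene Lrrn3 had 0 and 363 reads (at least 93.1-fold higher). Only 5 of the 644 genes were among the markers of blood, stromal and endothelial cells, whose list medians fell in the same library. However, the marker lists leave out endothelial genes such as Selp. The ratio of median RPKM over the genes detected in each library gave a larger drop of -0.95, from 1.39 (n = 629) to 0.719 (n = 658), and a minimum of 100 reads one of -0.58.

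**Figure D2:**
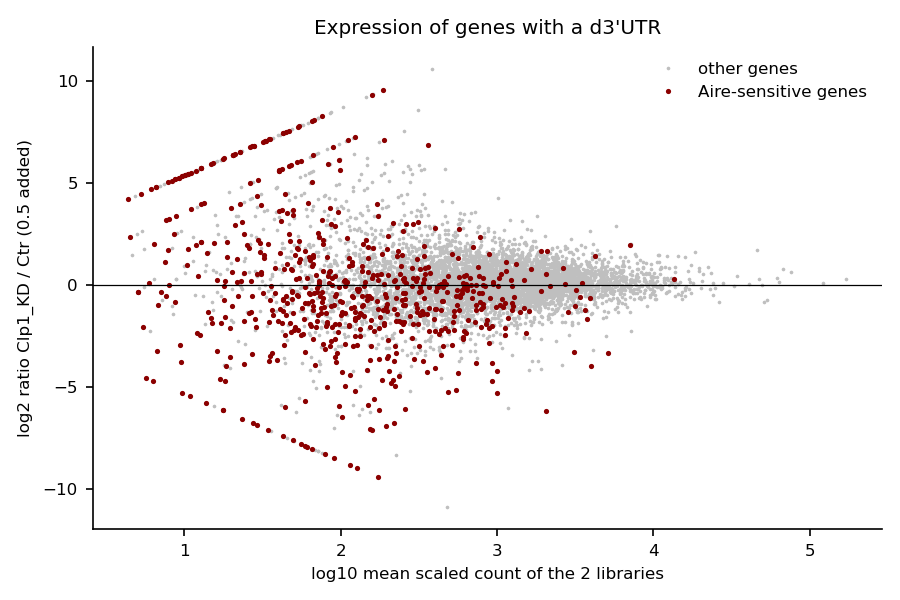
Log2 ratio of knockdown over Ctr, with 0.5 added to each scaled count, against the log10 mean scaled count of the 2 libraries, for 644 Aire-sensitive genes (red) and 5736 other genes with a distal 3'UTR (grey). The red points spread to both sides with a median of -0.39, and the straight outer bands are genes with 0 reads in 1 library.

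The main question of the experiment was whether knockdown of Clp1 lengthened the 3'UTRs of Aire-sensitive transcripts, measured by the d3'UTR ratio, the read density downstream of the proximal poly(A) site over that in the upstream part of the last exon. The median d3'UTR ratio of Aire-sensitive transcripts was 0.132 in Ctr (n = 665) and 0.217 in the knockdown library (n = 768), a log2 ratio of medians of 0.72. For the other transcripts the medians were 0.392 (n = 7295) and 0.424 (n = 7581), a log2 ratio of 0.11. The Aire-sensitive increase exceeded 1000 redistributions of the distal reads between the libraries (-0.075 to 0.32). It was thus larger than counting error of independent reads. The 0.11 of other transcripts also exceeded their redistributions (-0.0018 to 0.052), so passing this test is not particular to Aire-sensitive transcripts. The Aire-sensitive increase did not exceed what other transcripts with as many last-exon reads showed. It lay at percentile 31.0 of 10000 matched random lists, whose central 95% ran from 0.41 to 1.22. Split at the median level of 58.2 scaled last-exon reads, a split chosen after the data were seen, the more abundant Aire-sensitive transcripts had medians of 0.341 in Ctr and 0.342 in the knockdown library. In the less abundant ones the median went from 0 to 0.029, as the share of transcripts without a distal read went from 59.8% to 46.9%, and in other transcripts of that level it went from 0 to 0.180, with shares of 50.4% and 34.3%. With at least 30 upstream reads in each library the log2 ratio of medians was 0.54 and at percentile 97.7, just past the matched lists. The median change per transcript at that minimum was 0.096, at percentile 89.3. With 100 upstream reads, chosen after the data were seen, the ratio of medians was 0.60 (percentile 99.1). The median change per transcript was then reversed, at -0.11 (141 transcripts, percentile 1.15). The pooled ratio, summed distal over summed upstream density, changed by 0.038.

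**Figure D3:**
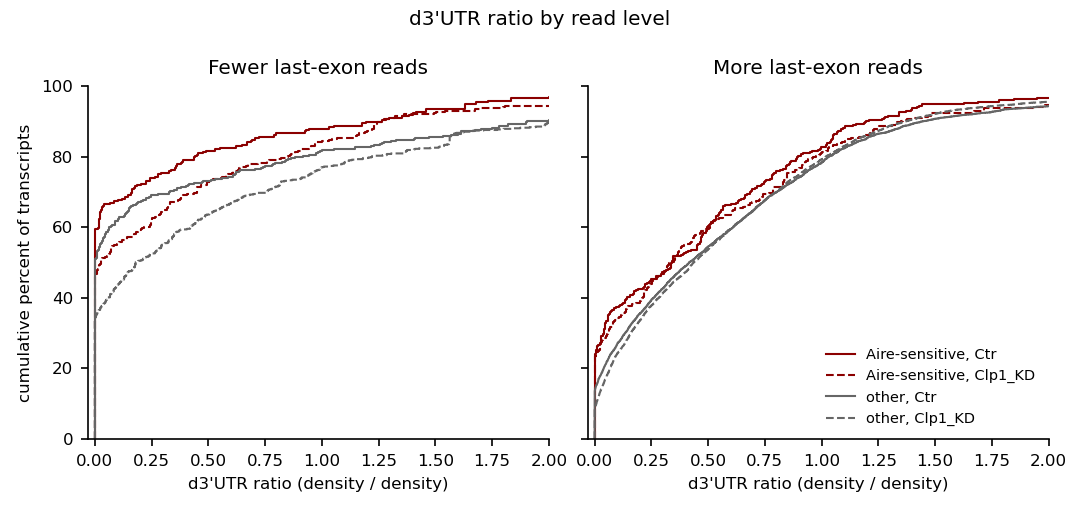
Cumulative percent of transcripts against the d3'UTR ratio (density over density, up to 2), for Aire-sensitive (red) and other (grey) transcripts in Ctr (solid) and knockdown (dashed) libraries, split at 58.2 scaled last-exon reads. Knockdown curves lie to the right among transcripts with fewer reads in both groups, and with more reads the Aire-sensitive medians are 0.341 and 0.342.

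Within each library, Aire-sensitive transcripts had lower d3'UTR ratios than other transcripts. The difference of medians was -0.26 in Ctr and -0.21 in the knockdown library. Random lists of other transcripts with as many last-exon reads showed differences of -0.28 to -0.18 in Ctr, where the Aire-sensitive value was at percentile 9.63, and of -0.20 to -0.087 in the knockdown library, where it was at percentile 2.01. The knockdown difference lay within the random lists with at least 1 (percentile 19.4), 10 (6.85), 30 (47.4) or 100 (8.76) upstream reads in each library, with 1 transcript per symbol (3.33), with lists matched also on length (2.97) and as a pooled ratio (45.6). It stayed below them after thinning of the deeper library (0.90), with distal 3'UTRs of at least 200 bp (1.71) and with matching on the GC difference (1.59). The pooled ratios of both groups of transcripts in Ctr differed by -0.015. Matching on the GC difference between the distal and the upstream region as well was chosen after the data were seen. That setting kept only the 562 Aire-sensitive transcripts in Ctr with a GC difference. Their difference of -0.30 lay at percentile 0.14 of the lists (-0.27 to -0.13). The difference of all 665 transcripts (-0.26) lies within that range, so the matching and the smaller set cannot be told apart.

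Individual Aire-sensitive transcripts changed their d3'UTR ratio in both directions. Of 506 transcripts with at least 10 last-exon reads in each library, 148 (29.2%, Wilson interval 25.5% to 33.4%) had a ratio at least 2-fold higher and 115 (22.7%, 19.3% to 26.6%) at least 2-fold lower in the knockdown library. Redistribution of the distal reads gave 11.1% and 9.49%. Among 7158 other transcripts, 17.7% were higher and 17.0% lower, against 3.34% and 4.97% under redistribution. Rspo4, which encodes a secreted activator of Wnt signalling, showed the strongest rise, from 46 upstream and 0 distal reads in Ctr to 8 and 36 in the knockdown library, in a distal 3'UTR on mm9 chromosome 2 at 151699222 to 151700404. Fam107a, an actin-associated stress gene (distal 3'UTR on chromosome 14, 9128792 to 9130068), went from 91 and 0 reads to 38 and 67, and Sall3, a zinc finger transcription factor gene (chromosome 18, 81163113 to 81165282), from 54 and 0 to 36 and 78. The strongest fall was that of Cntn2, which encodes the axonal adhesion protein contactin 2 (chromosome 1, 134406002 to 134408376), from 5 upstream and 186 distal reads to 84 and 1. Its ratio in Ctr was 60.1, far above the 1 that would mean only long isoforms. The use of poly(A) sites alone therefore cannot give this value, and the source of the distal reads was not tested. Ifi213, an interferon-inducible gene (chromosome 1, 175522088 to 175523837), went from 23 and 106 reads to 33 and 0. The interval of the odds of distal against upstream reads excluded no change in 110 transcripts that rose and 82 that fell.

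Expression was also compared between Aire-sensitive transcripts that were lengthened and those that were not. Reads of the last exon were left out because they enter the d3'UTR ratio. This does not make the measures independent. With 0.5 reads added, a transcript without distal reads in either library counts as lengthened when its upstream reads fall by enough. It counts as shortened when they rise by enough. How many such transcripts there are was not counted, so the differences below cannot be tied to 3'UTR length. The 126 transcripts with a d3'UTR ratio at least 2-fold higher in the knockdown library had a median log2 ratio of -1.15 and the 341 others one of -0.51. The difference of -0.64 lay at percentile 0.19 of 10000 relabellings of these transcripts within levels of expression. Isoforms that share reads were relabelled as if independent, although the 506 transcripts with enough last-exon reads came from 385 genes. The relabelling was not repeated with 1 transcript per symbol. Conversely, the 105 shortened Aire-sensitive transcripts had a median of 0.017 against -0.72 for the remaining 362, a difference of 0.74 at percentile 99.96. Transcripts outside the Aire-sensitive list moved in the same directions, with differences of -0.22 for 1213 lengthened and 0.27 for 1172 shortened ones, both outside all relabellings run; these controls were chosen after the data were seen. With a minimum of 30 last-exon reads the difference for lengthened Aire-sensitive transcripts was -0.40 (n = 75), within the relabellings (percentile 5.99); it was -0.43 with all reads of the transcript and -1.05 with only the distal reads left out.

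Coverage along transcripts was close in the 2 libraries. The 5'UTRs took 4.45% of the reads in Ctr and 4.34% in the knockdown library, earlier exons 40.3% and 40.5%, the upstream part of last exons 45.5% and 44.7%, and distal 3'UTRs 9.69% and 10.5%. In 11537 genes with at least 50 reads in each library, the density of the last exon was set over that of earlier exons. The median was 1.28 in Ctr and 1.33 in the knockdown library. The median log2 change was 0.054 (0.047 to 0.061, an interval across genes, which are not replicates).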

Values the study reported

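The study reported a 60% reduction of Clp1 mRNA in the GFP-positive compared with the GFP-negative cells of the mouse that was sequenced. It obtained 19 pups in which both constructs had integrated. Few of these pups expressed the hairpins in mTEChi after doxycycline, and the reduction was reported for the sequenced mouse only. The reduction therefore does not describe the pups as a group.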

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

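The alternatives with GC content, with 100 upstream reads, with medians per transcript, without markers of other cell types and with 3 reads in place of 0 were chosen after the data were seen. Of 302 alternative values, those of the main results were unchanged in 62 cases, weaker in 1, stronger in 4, reversed in 1 and moved in 3. Those of single gene lists were unchanged in 206 of 231. Unchanged means the same direction and side of the threshold. Counts and shares have neither, and for them it means only that the value was not called moved. Clp1 stayed between -1.65 and -1.33 and the Aire-sensitive median expression between -0.95 and -0.33, at percentile 0 of random lists in each of 11 alternatives. Counts of 2-fold genes ran from 2672 to 4362 (higher) and from 2665 to 4154 (lower), and 11 to 16 of 33 lists were called. No paired analysis was possible because each group has 1 library.

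With at least 30 upstream reads in each library the log2 ratio of medians of Aire-sensitive transcripts was 0.54 and with 100 reads 0.60, both above the random lists, whereas the median change per transcript at 100 reads was reversed, at -0.11 (141 transcripts, percentile 1.15). The difference from other transcripts in Ctr passed the random lists in the 562 transcripts with a GC difference, matched on it (-0.30), and with 100 upstream reads (-0.21). Both alternatives were added late because they pass the threshold that the main value does not. The value of all transcripts (-0.26) lies within the lists matched on the GC difference (-0.27 to -0.13). With 30 last-exon reads in each library, 23.4% of Aire-sensitive transcripts were 2-fold higher and 19.02% lower in d3'UTR ratio, and the expression difference of lengthened transcripts weakened to -0.40. Thinning gave 31.4% higher and 19.1% lower. The cause was not tested.

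Gene lists that changed sign were all within the random lists in the main setting, except the muscle-like one. Secretory gland antigens went to -0.10 with 1 read, -0.34 with 100 reads, -0.34 with every transcript and -0.25 without the GC trend, and neural and retinal antigens to 0.18 with 100 reads and 0.076 without the GC trend. With every transcript counted, the medians were -0.24 for screened 3' end factors, -0.078 for the tRNA splicing endonuclease, -0.00090 for mature mTEC, -0.37 for immature mTEC and 0.59 for muscle-like genes, of which immature mTEC and muscle-like genes then passed the random lists in the new direction. Isoforms of 1 gene, which share reads, are separate members with every transcript counted (19 for muscle-like and 15 for immature mTEC genes). The medians and percentiles of that setting therefore rest on fewer independent measurements than members. Without the GC trend, p53 targets went to -0.0010 and the genes that check for 1 animal to -0.087. Lists that passed the random lists only under an alternative were general thymic epithelium (1.07 with every transcript, 0.64 without the GC trend), and with every transcript tuft-like genes (0.77) and antigens dependent on Fezf2 or independent of Aire (0.80). The cause was not tested. Thinning the deeper library left the d3'UTR log2 ratio at 0.71, and few last-exon reads in many Aire-sensitive transcripts limit the ratio of each.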

Other observations

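Of the tests in this part, the gap between marker list medians, the GC correction of Aire-sensitive expression, the matching on GC difference and the comparison of the d3'UTR shift with transcripts of the same read level were chosen after the result was seen, as were the subtraction of the GC trend as a setting, the minimum of 100 upstream reads and the median change per transcript; the other tests were set before their results were seen.

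Further genes of the strongest changes fell in the same cell types as the lists or in none of them. Fmod, a proteoglycan of connective tissue, had 403 reads in Ctr and 0 in the knockdown library (at least 175-fold lower), and Lhx6, a homeobox gene of interneurons, 334 and 0 (at least 145-fold lower). Kprp, an epidermal protein gene, had 387 and 0 reads (at least 168-fold lower), against the direction of the corneocyte-like list. Hsd3b6, a steroid dehydrogenase gene, had 0 and 404 reads (at least 104-fold higher), and Mageh1 had 0 and 529 (at least 136-fold higher). Outside the naming rule and chosen after its values were seen, the noncoding transcript NR_046233, which has no symbol in the table used, had 637728 reads in Ctr and 244847 in the knockdown library (-1.76, -1.77 to -1.75).

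List medians of markers of red cells, endothelium, B cells, thymocytes, fibroblasts and myeloid cells were lower in the knockdown library. The lists held 66 measured genes, 5 of them Aire-sensitive and 0 in another list. Ratios lay above 0 for 1 thymocyte gene, 2 genes of fibroblasts and mural cells, and 5 of dendritic cells and macrophages. A gate on CD45-negative cells with high MHC class II should remove most cells of these types. The GC trend as the whole cause is argued against by a median of -1.86 after its subtraction (-1.80 before), below random lists (-0.24 to 0.24), and a lower share of mTEC in Ctr with all other types raised alike by list medians 4.19 apart, against an interquartile range of 2.07. A candidate explanation, as a hypothesis, is RNA of several other cell types in unequal amounts in the Ctr library. Cell type accounted for 0.442 of the spread (eta squared) of the marker log2 ratios, above the 95th percentile of 10000 shuffles (0.165). Abundant genes such as Hba-a1 (35526 reads in Ctr) took part. Hba-a1 and Hba-a2, which rest on the same reads, entered this test and the gap of 4.19 as separate genes. Whether RNA of other cell types came from sorted cells or from free RNA was not tested. A difference between mTEC that express the vector and those that do not stays open and untested.

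The d3'UTR ratio of Aire-sensitive transcripts was higher in the knockdown library by 0.72, beyond the redistributions of reads (-0.075 to 0.32). This argues against counting error of independent reads as the whole cause. Other transcripts also exceeded their redistributions (0.11, against -0.0018 to 0.052), so the test is not particular to Aire-sensitive transcripts. The redistributions treat PCR reads as independent, so error in the sampling of molecules was not tested. A shift shared by other transcripts of the same read level and one particular to Aire-sensitive transcripts cannot be told apart, because the value lay at percentile 31.0 of lists matched on last-exon reads (0.41 to 1.22), the main result itself rather than a separate test, and the read minimums went both ways. An effect of Clp1 knockdown stays open and untested. The part of GC content cannot be told apart, because the set of transcripts and the matching changed together. Lists matched also on the GC difference contained the value of the transcripts with a GC difference (0.85, percentile 91.5, 562 in Ctr and 650 in the knockdown library). Lists without that matching contained the value of all transcripts (0.72, percentile 31.0). With 10 upstream reads in each library the value was 0.38, at percentile 45.1, minimums of 30 and 100 reads placed it above the matched lists (0.54 and 0.60), and the median change per transcript at 100 reads lay below them (-0.11, percentile 1.15).

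Aire-sensitive genes were lower in the knockdown library by a median of -0.39, beyond redistributions of reads (-0.013 to 0.015). This argues against counting error of independent reads, while error in the sampling of molecules was not tested. After subtraction of the GC trend the median was -0.49, below random lists (0.20 to 0.45), which argues against GC content as the whole cause. RNA of other cell types in Ctr was tested on the 370 genes within 2 log2 units of 0, whose median was -0.31, at percentile 0 of lists treated the same way (0.017 to 0.26). This bound had been set in advance as evidence against that explanation, but it was the wrong bound, because it leaves out genes called lower and because genes that both mTEC and other cells express would fall by less than 2 log2 units. Other cell RNA and an effect of Clp1 knockdown on these genes therefore cannot be told apart here, as both go with the same library.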
